A study of Homo sapiens with 42 samples. Its data were reported in "Functional Dissection of the Enhancer Repertoire in Human Embryonic Stem Cells" (2018).

How the data were processed

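ChIP-STARR-seq couples chromatin immunoprecipitation to a plasmid reporter assay. DNA fragments from a ChIP, or from input chromatin, are cloned behind the reporter gene of a plasmid, the pool of plasmids is transfected into cells, and the fragments that stimulate transcription are copied into the reporter RNA, where sequencing counts them. Human embryonic stem cells (hESCs) of the H9 line served both as the source of the fragments and as recipients. Primed hESCs are the conventional state, and naive hESCs were kept on mouse feeder cells in a medium with LIF and inhibitors of ERK, GSK3, JNK, p38, ROCK and PKC. Each plasmid pool is named here by its ChIP target (H3K27ac, H3K4me1, NANOG, OCT4, or input without ChIP) and by the state of the cells it was made from, so that the NANOG naive pool holds fragments from a NANOG ChIP in naive cells. A further pool was made from bacterial artificial chromosomes (BACs) that carry super-enhancer regions.

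According to the labels and the methods of the study, GFP-positive cells were sorted after transfection, RNA was purified with oligo-dT, reverse transcription used a primer specific for the GFP mRNA, and paired reads were aligned with Bowtie2 to GRCh37 (hg19). The authors deposited, for each RNA library, the counts of read pairs for each distinct fragment, given by chromosome, start and end. The values were whole numbers of at least 1 without scaling, so they were taken as raw counts and starts were read as 0-based. Plasmid DNA counts were not used here. RNA per plasmid was therefore not computed, and activity was compared only where 1 plasmid pool had been put into both kinds of recipient, because the composition of the pool then cancels. Comparisons between different pools, by source state or against input, hold the composition of the pools as well as activity. Of the 42 files, 6 were identical to another sample's file (replicates 3 and 4 of the H3K27ac, H3K4me1 and OCT4 primed pools in primed cells equalled replicates 1 and 2) and were counted once. Replicates 3 and 4 of the OCT4 naive pool in primed cells came from another plasmid preparation in the study's overview and were left out of the comparisons except as a named alternative.

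Fragments were assigned by their midpoint to bins of 1000 bp on chromosomes 1 to 22 and X. Regions blacklisted by ENCODE were not filtered out. edgeR 4.0.16 in R 4.3.3 was used with TMM scaling, quasi-likelihood fits and the quasi-likelihood F-test, two-sided, with Benjamini-Hochberg adjustment over all tested bins and a threshold of 0.05. The trend of the dispersion was estimated on 5000 seeded bins and interpolated over mean abundance. Standard errors of log2 fold changes were derived from the F statistic. The joint comparison of recipients took 28 libraries (7 plasmid pools, 2 recipients, 2 replicates), with the plasmid pool as a term, and kept bins with at least 10 reads in at least 4 libraries. Comparisons within 1 plasmid pool had 2 libraries against 2 and kept bins with at least 10 reads in at least 2 libraries. Further models tested the interaction of recipient and source state over the NANOG and OCT4 pools (16 libraries), the source state of the pool in primed recipients with the ChIP target as a term (16 libraries), and each primed-made ChIP pool against the input pool in primed recipients (10 libraries). Model fits numbered 204, the alternatives included. Where leaving out a library left a group with 1, that library was taken to vary like the others.

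Bins were annotated with the supplied hg19 gene models (219838 transcript 5′ ends), and 16 gene lists were fixed, of which 193 of 194 entries matched the annotation, 3 of them through an older symbol. The lists include core pluripotency, naive-associated and primed-associated genes, targets or responders of NODAL and TGF-beta, ERK, WNT, STAT3, JNK and p38 signalling, the heat shock and unfolded protein response, housekeeping genes, germ layer genes (endoderm, mesoderm and ectoderm), trophectoderm and fibroblast genes, and 2 lists of genes that the study itself had named from these samples. Lists were tested with camera in limma 3.58.1 on tested bins within 40 kb of a 5′ end, with a preset correlation of 0.01 and, beside it, an estimated one. The promoter share was the percentage of reads whose fragment midpoint lay within 1 kb of an annotated 5′ end, and the motif share was the percentage of reads from fragments that hold a given motif (30 motifs, 2 of them scrambled controls). Distinct fragments were counted after thinning every library to 4430533 read pairs. These 3 measures were compared between recipients over the 7 plasmid pools with two-sided exact sign-flip permutation tests, whose smallest possible p is 0.015625. Replicate correlations are Pearson coefficients of log2 counts over fragments with at least 5 reads in both replicates, across fragments, which are not independent replicates. A BAC span was a run of 1000-bp bins with at least 20 distinct fragments in both libraries, gaps up to 5 kb and at least 50 kb in length, and was read in windows of 200 bp. Reads per fragment with a motif were compared with fragments of 100 to 1000 bp in the same class of length (20 bp) and GC (4 percentage points) without the motif. The results of 1 gene list and of 1 motif are not reported here.

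Bins were named by a fixed rule. Among bins past the threshold in the joint comparison that had the joint sign in at least 5 of 7 pools, the 12 largest changes each way were taken, with up to 4 called bins per gene list, the 5 largest each way against input, and the top 3 windows per BAC. For POU5F1, NANOG, SOX2, FGFR1 and the 9 genes that the study had named for differences between the states, the tested bin with the smallest p within 40 kb was named whatever its p. The comparisons, tests, gene lists, motifs, naming rule and most alternative settings were chosen before the data were examined. Alternatives were other scalings (DESeq2 1.42.0 size factors), the DESeq2 Wald test, distinct fragments in place of reads, other bin widths (500 bp and 2 kb), stricter and looser filters (20 reads, and 5 reads in at least 2 libraries), bins without those in which 1 fragment held over 50% of the reads, thinning, a replicate block, and leaving out each library in turn. Chosen after the data were seen were scaling by total reads, summing the replicate pairs with most fragments in common, leaving out libraries under 250000 distinct fragments, the histone mark pools alone, the reads per fragment with a motif, and runs of BAC windows above 2 times the median. So were the other splits of the samples for the joint comparison of recipients and, in the test with fewer fragments, the requirement of enough tested bins.

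The libraries held 4502404 to 22739887 read pairs. Reads carry no molecular identifiers, so intervals and lower bounds cover counting error only. A fold against a group without reads is given as a lower bound from 3 counts summed over the group and TMM-scaled library sizes, rounded to 3 digits, and ratios with few reads carry the exact (Clopper-Pearson) counting interval. The fits were tested on simulated data with 20000 bins and 200 changed bins. At the dispersion of the real counts the joint model called 8 of 66 bins with a 64-fold change and 0 of 67 with a 4-fold or 16-fold change, with 0 false calls. The models for the H3K27ac naive and H3K4me1 naive pools called 10 and 18 of 66 with a 64-fold change, and those for the interaction, the source, the comparison with input and the other single pools 0 of 66, so counts of 0 there do not show that bins did not differ. For the input primed, NANOG naive, NANOG primed and OCT4 naive pools the real fits nevertheless called 94672, 52439, 31415 and 183711 bins. The simulation did not reproduce such counts. It changed 200 of 20000 bins, and the adjusted p depends on the share of bins that differ. Its recovery therefore does not carry over to these fits. Why the real fits called so many bins was not tested. At a dispersion of 0.1 the joint model called all 67 bins with a 4-fold change, with 2 false calls. Summaries used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.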

Results

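Reporter RNA was sequenced from 36 distinct libraries after transfection of plasmid pools into primed or naive hESCs of the H9 line. All 9 ChIP and input pools were tested in primed recipients, and 7 of them (H3K27ac naive, H3K4me1 naive, input primed, NANOG naive, NANOG primed, OCT4 naive and OCT4 primed) were also tested in naive recipients, with 2 replicates in each case. The BAC pool was tested in primed recipients, with 2 replicates. The OCT4 naive pool had 2 further replicates in primed cells, 3 and 4, from another plasmid preparation. Libraries from naive recipients came from 1 sequencing run and those from primed recipients from others, so recipient and run cannot be told apart. Libraries held between 4502404 and 22739887 read pairs. The number of distinct fragments behind these reads differed more widely, from 73217 in replicate 1 of the NANOG naive pool in primed cells to 4539326 in replicate 1 of the H3K27ac naive pool in primed cells.

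**Figure D1:**
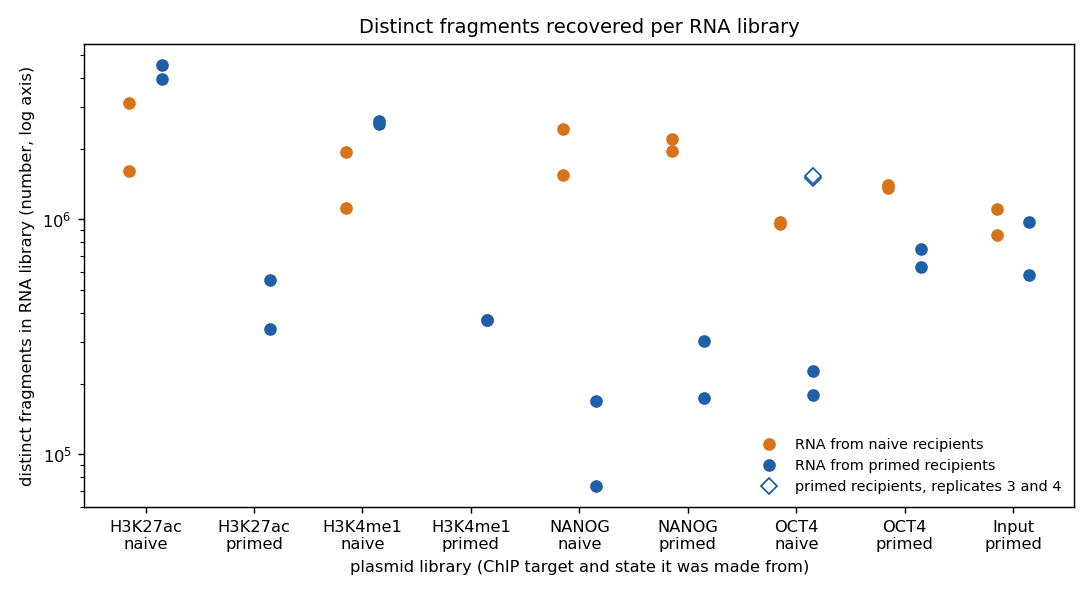
Distinct fragments per RNA library (number, log axis) for each ChIP or input plasmid pool, with 1 point per library, orange for naive and blue for primed recipients, and open diamonds for replicates 3 and 4 of the OCT4 naive pool. The libraries of the NANOG naive pool held 73217 and 168098 distinct fragments in primed recipients and 1543428 and 2430331 in naive recipients.

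The recovery of plasmids from the RNA was compared between recipients first. After thinning to the same number of reads, the NANOG naive, NANOG primed and OCT4 naive pools gave more distinct fragments in naive than in primed recipients, with log2 ratios of 3.77, 2.93 and 2.64. The histone mark pools H3K27ac naive and H3K4me1 naive gave fewer, with log2 ratios of -0.82 and -0.71, and the OCT4 primed and input primed pools had 0.82 and -0.05. Over the 7 plasmid pools the mean log2 ratio of naive over primed recipients was 1.23 ± 1.88 (SD, n = 7, exact sign-flip p = 0.172), higher in 4 of 7 pools, so no difference between recipients passed the test. Correlation between replicates 1 and 2 averaged 0.456 ± 0.214 in primed recipients (SD, n = 9 groups) and 0.325 ± 0.317 in naive recipients (SD, n = 7 groups), over fragments with at least 5 reads. With at least 1 read the order turned, with 0.279 ± 0.413 in primed and 0.408 ± 0.288 in naive recipients and a lowest group at -0.509. With at least 5 reads it averaged 0.618 ± 0.087 over the 5 pools made from primed cells in primed recipients and 0.304 ± 0.335 over the 4 pools made from naive cells in naive recipients, and 0.254 ± 0.116 over 4 pools made from naive cells in primed recipients and 0.354 ± 0.362 over 3 pools made from primed cells in naive recipients (SD). It ranged from 0.00923 with the H3K27ac naive pool in naive cells to 0.770 with the input primed pool in naive cells. In 2 groups, the input primed pool and the OCT4 naive pool in naive cells, the replicates had 72.9% and 78.7% of their fragments in common, against at most 22.7% in the other naive-recipient groups.

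The BAC pool asked how reporter activity is distributed within super-enhancers. Its reads fell on 3 spans of hg19 that together measure 473 kb and held 99.0% of the reads in each replicate. They were chr6:31121001–31260000 with CCHCR1, TCF19, POU5F1 and HLA-C, chr8:38226001–38389000 with NSD3, LETM2 and FGFR1, and chr20:31247001–31418000 with C20orf203, COMMD7, DNMT3B and MAPRE1. POU5F1 encodes the pluripotency factor OCT4, FGFR1 a receptor for fibroblast growth factors, and DNMT3B a DNA methyltransferase. On chromosome 6 a single window, chr6:31184201–31184400, stood at 8.34 and 8.12 times the median of its span in the 2 replicates. It is intergenic, 35792 bp from the 5′ end of POU5F1, and carried 11.2 and 12.2 reads per distinct fragment against 4.36 and 4.82 over the span. On chromosome 8 the 3 highest windows were adjacent, chr8:38360201–38360800, 33948 to 34348 bp from the 5′ end of FGFR1. They reached 6.07 and 6.29 times the median in the highest window. The run of windows above 2 times the median around them, a measure chosen after the data were seen, was longer. It spanned chr8:38360001–38361200, 1200 bp, at 4.43 and 4.57 times the median. On chromosome 20 the highest window, chr20:31378201–31378400 in an intron of DNMT3B, reached 3.61 and 3.47 times the median. The 600-bp stretches around the annotated 5′ end taken for each of these genes were lower. They stood at 1.87 and 1.99 times the median at POU5F1, 1.26 and 1.32 times at FGFR1, and 0.382 and 0.427 times at DNMT3B. Near DNMT3B the adjacent window chr20:31349601–31349800, 491 bp from the 5′ end, stood at 2.48 and 2.80 times. This window was chosen for mention after its value was seen. For POU5F1 the end taken was chr6:31148508, from which the distance above is counted, and any other 5′ end was not measured.

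**Figure D2:**
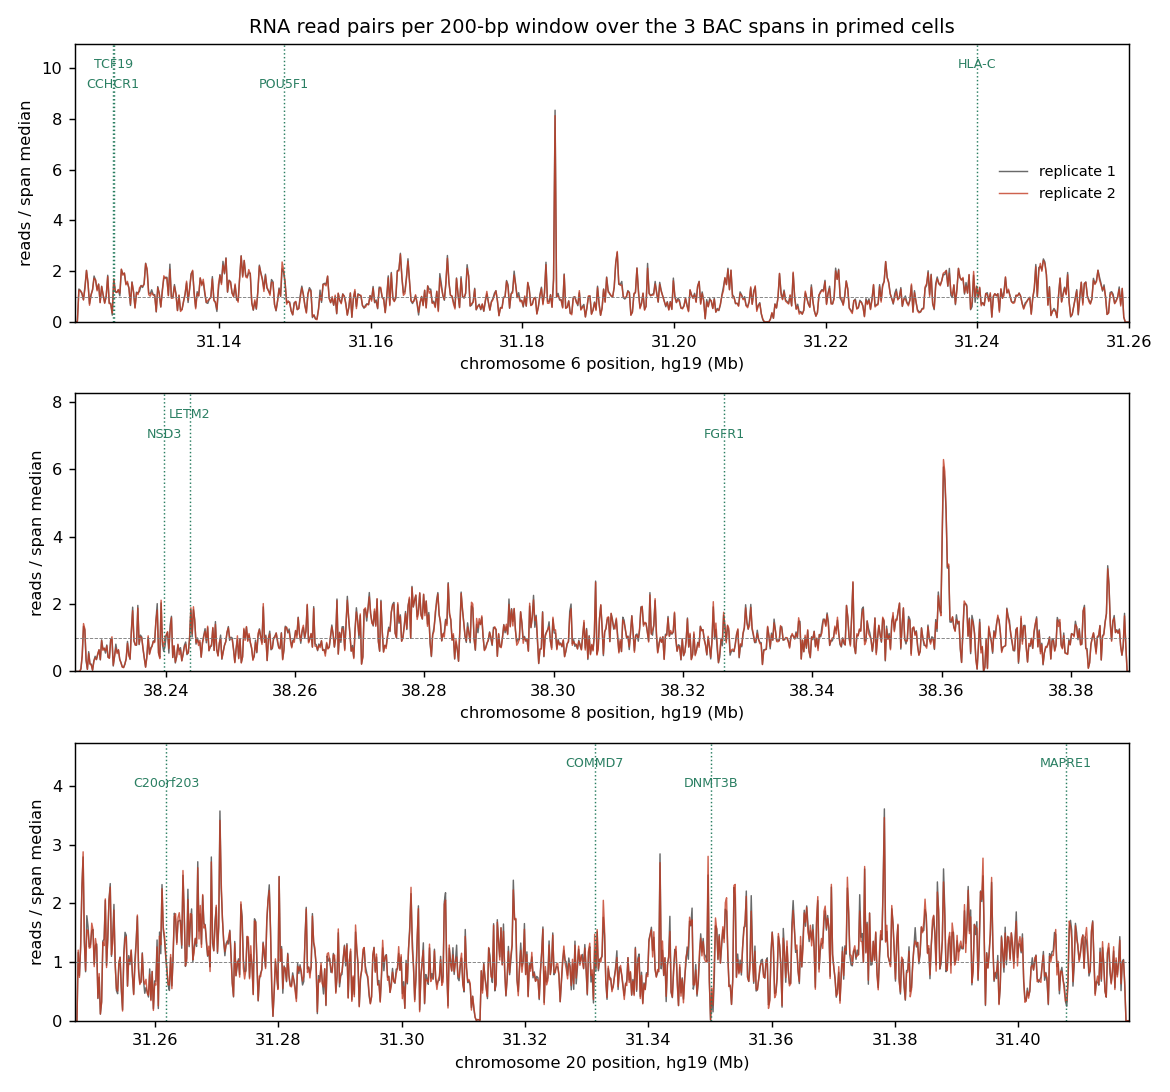
RNA read pairs per 200-bp window, divided by the median window of the span, along the 3 BAC spans (hg19 position in Mb), with 1 line per replicate and dotted lines at annotated 5′ ends. The window at chr6:31184201 reached 8.34 and 8.12 times the median, and those at chr8:38360201 reached 6.07 and 6.29 times.

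Windows ranked in replicate 1 and measured in replicate 2 gave the top 5% of windows 11.5% ± 0.429 of the reads (SD over 3 spans), where an even spread would give 5%. The profiles of both replicates correlated across windows with r of 0.997, 0.998 and 0.995 on chromosomes 6, 8 and 20, and reads per distinct fragment correlated with r of 0.963, 0.965 and 0.929. Windows are neighbours on 1 molecule and not independent replicates. The GC content of the windows correlated with their log2 reads, across windows, with r of 0.339, 0.559 and 0.290. With 2 libraries and no plasmid DNA counts used here, these values had no test, and they hold both the abundance of a fragment in the pool and its activity.

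Whether a fragment was more active in naive or in primed cells was asked by putting the same plasmid pool into both recipients. Levels are given as CPM (counts scaled to the TMM-adjusted library size), and folds against 0 reads use the same scaling, except where total reads are named. Over 926716 bins, the median log2 fold change of naive over primed recipients was 1.39 with TMM scaling. It was 1.53 with DESeq2 size factors and 0.89 with total reads. Several values below are therefore also given relative to the TMM median. Near POU5F1, the bin chr6:31137001–31138000 in its coding sequence had a log2 fold change of 4.93 ± 1.63 (SE, n = 14 and 14 libraries, adjusted p = 0.129), which is 3.55 above the median, while its mean levels were 4.05 ± 4.71 CPM in naive and 2.59 ± 4.68 CPM in primed libraries (SD, n = 14 each). For SOX2, another core pluripotency factor, chr3:181431001–181432000 in the coding exon gave 2.99 ± 1.26 (SE, adjusted p = 0.211), and for FGFR1, chr8:38322001–38323000 in an exon gave 4.63 ± 1.69 (SE, adjusted p = 0.156), 1.60 and 3.25 above the median, with mean levels of 1.56 against 1.08 CPM and 2.58 against 0.58 CPM. For NANOG, chr12:7950001–7951000 in the 3′ UTR gave 3.87 ± 1.42 (SE, adjusted p = 0.159), although the direction of its mean level depended on the scaling, with 1.39 ± 2.06 CPM in naive and 1.57 ± 3.97 CPM in primed libraries, and 0.639 ± 0.859 and 0.554 ± 1.40 CPM by total reads (SD, n = 14 each). None of these 4 loci passed the test, and all were above 0 under every alternative that gave a value.

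Of the 9 genes that the study had named for differences between the states, each had its bin of smallest p above 0 and above the median, and none passed. The study had named them for both directions, with BMP4, BMP5, ID1 and ID2 as higher in primed cells. It measured activity as RNA per plasmid in its own regions, which was not computed here. The median of all bins was itself 1.39, and most bins of small p were higher in naive recipients. The sign of a bin picked by its p therefore cannot test the study's directions. Taking the bin of smallest p near each gene favours large values, here and for the 4 loci above. ZSCAN23, a zinc finger gene, had the smallest p, at chr6:28398001–28399000, with a log2 fold change of 5.88 ± 1.37 (SE, adjusted p = 0.0773). There 212 reads from 8 of 14 naive libraries stood against 0 reads in 14 primed libraries, at least 146-fold higher, or at least 74.6-fold by total reads. Of the 212 reads, 66 and 80 came from the 2 naive-recipient replicates of the input primed pool, from 1 and 2 distinct fragments. These replicates had 72.9% of their fragments in common. ID1 and ID2, inhibitors of basic helix-loop-helix factors and BMP targets, gave 6.50 ± 1.70 (SE, adjusted p = 0.0822) at chr20:30161001–30162000, in an intron of HM13, and 5.11 ± 1.38 (SE, adjusted p = 0.0869) at chr2:8850001–8851000, intergenic and 31525 bp from the 5′ end of ID2. The mean levels at the bin near ID1 were closer than its fold change, 7.78 ± 7.29 CPM in naive and 3.98 ± 7.48 CPM in primed libraries (SD, n = 14 each), from 62 and 64 distinct fragments. PRUNE2 gave 4.98 ± 1.39 (SE, adjusted p = 0.0918), and CD44, ANXA3, BMP4, BMP5 and PRICKLE1 gave between 3.46 and 5.05. The reads of the bins other than that near ID1 came from few plasmids, with 12 distinct fragments in naive and 1 in primed cells for ID2, 11 and 0 for ZSCAN23, 11 and 2 for CD44, 17 and 3 for ANXA3, 13 and 1 for PRUNE2, 9 and 8 for PRICKLE1, 20 and 11 for BMP4 and 28 and 11 for BMP5. With DESeq2's Wald test 8 of these 13 bins passed (POU5F1, NANOG, FGFR1, ANXA3, BMP5, ID1, PRUNE2 and ZSCAN23). Without the libraries under 250000 distinct fragments, an alternative chosen after the data were seen, the 10 of these bins that could be tested had an adjusted p of 1, and the median of all bins was 0.25. Some bins passed with edgeR when 1 pool or library was left out, namely 4 without the H3K27ac naive pool, 3 without the H3K4me1 naive pool, 4 and 3 without replicate 1 or 2 of the H3K27ac naive pool in naive cells, and 3 without its replicate 1 in primed cells.

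Only 2 of the 926716 bins passed in edgeR, both intergenic beside the centromere of chromosome 1. With TMM scaling over all 28 libraries both lay below the median of all bins. The study left out peaks in regions that ENCODE had blacklisted, and no such filter was applied here. Whether these 2 bins lie in such regions was not tested. The bin chr1:121484001–121485000 had a log2 fold change of 0.98 ± 0.13 (SE, adjusted p = 2.03e-08) with 2468 ± 1526 CPM in naive and 1276 ± 1221 CPM in primed libraries, or 1219 ± 697 and 1129 ± 651 CPM by total reads (SD, n = 14 each), and chr1:121485001–121486000 had 0.94 ± 0.14 (SE, adjusted p = 1.99e-06). Relative to the median they were at -0.41 and -0.44, and with total reads as scaling they had log2 fold changes of 0.0024 and -0.04 and 0 bins passed. Neither passed DESeq2's Wald test (adjusted p = 0.0693 and 0.0704), and 0 bins passed with a replicate block, where both had an adjusted p of 0.463. Both passed when distinct fragments were counted, with 1.22 and 1.27 (adjusted p = 0.0110 and 0.00637, median of all bins 0.28), and without the libraries under 250000 distinct fragments, with 0.56 and 0.53 (adjusted p = 1.54e-09 and 1.41e-05, median 0.25), and in these 2 settings they lay above the median. Both had the joint sign in 6 of 7 pools. At an unadjusted p under 0.05 there were 154681 bins, 151410 of them higher in naive recipients. Other settings gave other counts, with 43647 bins by DESeq2's Wald test, 2086 of 18183 when distinct fragments were counted (2073 higher in naive), 61 with DESeq2 size factors, 38 after thinning, 11 with at least 20 reads, 9 without bins dominated by 1 fragment, 4 with the replicate pairs with most fragments in common summed, 1 with replicates 3 and 4 of the OCT4 naive pool added, and 0 with at least 5 reads in at least 2 libraries. The count was 23401 without the H3K27ac naive pool, 4291 without the H3K4me1 naive pool, 14752 and 4698 without replicate 1 or 2 of the H3K27ac naive pool in naive cells, and 2309 without its replicate 1 in primed cells. It was 0 without the OCT4 primed pool, without replicate 2 of the NANOG primed pool in naive cells, or without either replicate of that pool in primed cells. It was 1 without the input primed or NANOG primed pool, without replicate 2 of the input primed pool in primed cells, replicate 2 of the NANOG naive pool in naive cells, replicate 1 of the NANOG primed or OCT4 primed pool in naive cells, or replicate 2 of the OCT4 primed pool in primed cells. Without the NANOG primed pool both bins beside the centromere were lost (edgeR adjusted p = 0.176 and 0.220), so the 1 bin called there was another.

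The gene lists asked whether bins near genes of 1 kind moved together between recipients. In camera, 0 of 16 lists passed over the 28 libraries. The smallest p values belonged to bins near trophectoderm genes (477 bins, median log2 fold change 1.60), near the genes that the study had named for differences between the states (315 bins, median 1.58, a list chosen on these samples for both directions and not independent evidence) and near NODAL and TGF-beta genes (756 bins, median 1.42), each with an adjusted p of 0.246 and 0.939 with an estimated correlation. Germ layer genes had the highest median, 1.65 over 544 bins, and core pluripotency genes the lowest, 1.26 over 714 bins. Other lists lay between these, with 1.34 for heat shock and unfolded protein genes, 1.37 for ERK responders, 1.39 for both naive-associated and primed-associated genes, 1.41 for JNK and p38 responders, 1.42 for housekeeping genes and for STAT3 targets, 1.45 for fibroblast genes, 1.47 for WNT targets and 1.27 for the loci the study had displayed. The direction was up in 14 lists and down for core pluripotency and fibroblast genes, whose median of 1.45 lay above that of all bins. No list held a bin that passed over all bins. Adjusted over the list alone, 5 bins passed for the study's state genes (not independent evidence), 4 for fibroblast genes, 3 each for housekeeping and trophectoderm genes, 2 for WNT targets, 1 each for the JNK and p38 responders and the STAT3 targets, and 0 for the others. With a window of 10 kb, 3 lists passed, germ layer and trophectoderm genes (adjusted p = 0.00706 each) and WNT targets (adjusted p = 0.0213), but with an estimated correlation each had an adjusted p of 0.991.

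Within single plasmid pools, 2 libraries stood against 2. With the H3K27ac naive pool, POU5F1 had a log2 fold change of 0.37 ± 0.72, SOX2 0.30 ± 0.85, FGFR1 1.61 ± 1.37, ID1 -0.79 ± 0.61 and NANOG -1.43 ± 1.20 (SE, n = 2 and 2), and none passed. With the H3K4me1 naive pool BMP4 gave 1.93 ± 0.81 (SE, adjusted p = 0.647 in edgeR) POU5F1 -2.97 ± 1.89 and ID1 -1.60 ± 1.04. In edgeR 0 of 692696 bins passed with the H3K27ac naive pool (45011 at an unadjusted p under 0.05, 8014 of them higher in naive cells) and 0 of 418785 with the H3K4me1 naive pool (33410, 7856 of them higher). With the H3K27ac naive pool the count was 225320 without replicate 2 in naive cells, and 28 and 29 without replicate 1 or 2 in primed cells.

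The input primed, NANOG and OCT4 naive pools gave many calls, and for the NANOG naive, NANOG primed and OCT4 naive pools, where nearly all were higher in naive cells, the RNA of the primed recipients held fewer distinct plasmids. With the OCT4 naive pool, the bin at POU5F1 held 25 and 23 reads in naive and 0 in primed libraries, at least 38.2-fold higher (edgeR adjusted p = 0.00192), from 3 distinct fragments in each naive replicate. The CD44 bin held 105 and 119 reads against 0, at least 178-fold higher, from 1 fragment in each replicate, and BMP4, ID1 and PRUNE2 were likewise higher by at least 61.3-fold, 42.2-fold and 31.8-fold. FGFR1 held 31 and 25 reads against 0 and 2, a ratio of 66.8 (95% counting interval 17.7 to 565). The next paragraph sets these bins against the median of all bins of this pool. With the NANOG primed pool ID1 was at least 34.9-fold higher (15 and 11 reads against 0, adjusted p = 0.00786), or at least 8.14-fold by total reads. With input primed, ID2 held 210 and 230 reads from 1 fragment in each replicate against 0, at least 146-fold higher, and ID1 and ZSCAN23 were at least 82.2-fold and 48.4-fold higher (adjusted p = 0.0406 each). By total reads the bounds for the OCT4 naive pool were 36.3-fold at POU5F1, 169-fold at CD44, 58.2-fold at BMP4, 40.05-fold at ID1 and 30.2-fold at PRUNE2, and for input primed 118-fold at ID2, 66.4-fold at ID1 and 39.1-fold at ZSCAN23. The naive-recipient replicates of the OCT4 naive and input primed pools are the pairs with most fragments in common described above. With each pair summed, an alternative chosen after the data were seen that leaves 1 naive-recipient library, 4 of 38109 and 0 of 230165 tested bins passed, and the bins named here for these 2 pools did not meet the filter.

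Over all bins, the OCT4 naive pool had 181464 of 212370 bins higher and 2247 lower in naive cells, the NANOG naive pool 52358 of 82718 higher and 81 lower, the NANOG primed pool 31313 of 151523 higher and 102 lower, and the input primed pool 56743 of 288011 higher and 37929 lower. Near core pluripotency genes the OCT4 naive pool had 95 of 114 bins higher and 1 lower, near housekeeping genes 130 of 156 higher and 2 lower, and near fibroblast genes 39 of 43 higher and 0 lower. With replicates 3 and 4 in place of 1 and 2 in primed cells, which held more distinct fragments, the OCT4 naive pool had 57.4% of its calls higher in naive cells and a median log2 fold change of 0.12 in place of 8.03. Among the bins named above for this pool, with replicates 1 and 2, FGFR1 lay below the median of 8.03, with 5.89 ± 0.97 (SE). POU5F1, ID1 and PRUNE2 lay within their SE of it, with 8.36 ± 0.66, 8.51 ± 0.66 and 8.13 ± 1.08. BMP4 and CD44 lay above it, with 9.03 ± 0.60 and 10.57 ± 1.00. Apart from FGFR1, these bins had 0 reads in both primed libraries, so their order follows the naive reads alone. Their place against the median therefore does not show a stronger or weaker effect of the recipient. The input primed pool had 59.9% of its calls higher in naive cells with TMM scaling and 48.4% with total reads, where its median log2 fold change moved from 0.88 to -0.20. The OCT4 primed pool had 1 called bin, chosen for mention after its value was seen, chr7:61969001–61970000 beside the centromere, with a log2 fold change of 0.70 ± 0.012 (SE, edgeR adjusted p = 0.0264) where the median of all bins was 0.55 with TMM scaling and -0.12 with total reads. It was not called when any 1 library was left out, with distinct fragments, with DESeq2 size factors, after thinning or with total reads. Without either naive-recipient replicate, the count was 0 with the input primed, NANOG naive and NANOG primed pools and 3 with the OCT4 naive pool, and with the NANOG primed pool it was 74427 and 65700 without replicate 1 or 2 in primed cells. When distinct fragments were counted, 143 bins passed with the OCT4 naive pool, 396 with NANOG naive, 1210 with NANOG primed (724 of them lower in naive cells) and 72 with input primed.

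Whether the recipient effect depended on the state the pool was made from was asked with the NANOG and OCT4 pools, 16 libraries. In edgeR 0 of 196891 bins had an interaction past the threshold, with 23204 at an unadjusted p under 0.05 and a median interaction of 1.96. The count was 4 and 7 without replicate 1 or 2 of the NANOG naive pool in primed cells, 5 without either replicate of the OCT4 naive pool in naive cells, and 9 of 3959 when distinct fragments were counted. In primed recipients, RNA from pools made from naive cells was also set against RNA from pools made from primed cells over 4 ChIP targets. There 0 of 365275 bins passed in edgeR, with 32868 at an unadjusted p under 0.05, and no bin near a gene of the 16 lists passed over all bins in either comparison. Adjusted over the list alone, 1 bin near heat shock and unfolded protein genes had an interaction. With distinct fragments 834 of 5853 bins passed, and with the histone mark pools alone, an alternative chosen after the data were seen, 30481 of 233735 passed, 30469 of them higher in pools from naive cells. This comparison holds the composition of the pools as well as their activity.

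Each ChIP pool from primed cells was set against the input pool in primed recipients to ask what the enrichment adds. Different pools are compared here, so the values hold the composition of the pools as well as their activity. With the OCT4 pool 11 of 635230 bins were higher than input in edgeR and 0 lower. All 11 lay in intergenic sequence beside centromeres, on chromosomes 1, 6, 7, 10, 17 and 19. Regions blacklisted by ENCODE were not removed here either, and whether these 11 bins lie in them was not tested. The largest change was at chr17:22253001–22254000, with a log2 fold change of 6.13 ± 0.66 (SE, n = 2 and 2, adjusted p = 0.0367) and 2012 against 29 reads. Next were 3 adjacent bins at chr6:58777001–58780000, with 4.50 ± 0.49, 4.37 ± 0.46 and 4.17 ± 0.32 (SE), and chr7:61969001–61970000, with 3.60 ± 0.29 (SE, adjusted p = 0.00338) and 1247 ± 14.8 against 103 ± 44.5 CPM (SD, n = 2 each). At an unadjusted p under 0.05 edgeR gave 2991 bins for OCT4. For H3K27ac, H3K4me1 and NANOG 0 bins passed in edgeR, with 1791, 2882 and 9021 at an unadjusted p under 0.05. The OCT4 count was 3 and 2 without replicate 1 or 2 of H3K27ac, 4 without either replicate of input, 7 and 4 without replicate 1 or 2 of OCT4, and the NANOG count was 1 without replicate 2 of input. Of the 5 bins named here, 4 and 5 no longer passed without replicate 1 or 2 of H3K27ac, 2 and 1 without those of H3K4me1, 4 and 4 without those of input, 1 and 1 without those of NANOG, and 3 and 4 without those of OCT4. With any 1 library left out, the log2 fold change ranged from 5.91 to 6.37 for the bin on chromosome 17. It ranged from 3.97 to 5.24 for those on chromosome 6 and from 3.21 to 4.11 for that on chromosome 7. With at least 20 reads 3 of the 5 bins did not pass, and with DESeq2 size factors the bin on chromosome 17 did not (adjusted p = 0.0522). With distinct fragments 712 of 2101 bins passed for OCT4, 865 for NANOG, 36 for H3K4me1 and 2 for H3K27ac.

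The promoter share of reads and the sequence of the fragments were compared between recipients within each pool. Reads within 1 kb of a 5′ end made up 12.7% in naive and 11.4% in primed cells with the NANOG primed pool, 22.3% and 21.6% with the H3K4me1 naive pool, and 17.9% in both with the H3K27ac naive pool. Over the 7 pools the share was higher in naive cells by 0.588 ± 0.461 percentage points (SD, n = 7, exact sign-flip p = 0.03125), in 6 of 7 pools. The GC content of the reads was higher by 0.965 ± 0.768 percentage points (SD, n = 7, exact sign-flip p = 0.03125, in 6 of 7 pools) and fragments were longer in primed cells, with a mean difference of -11.0 ± 10.8 bp (SD, n = 7, exact sign-flip p = 0.0469, lower in 6 of 7). The promoter share did not pass by distinct fragments, where it was 0.698 points (exact sign-flip p = 0.109), or without the libraries under 250000 distinct fragments, where it was 0.560 points (5 pools, exact sign-flip p = 0.125). It was 0.566, 0.626, 0.656, 0.459, 0.539 and 0.580 points without the H3K4me1 naive, input primed, NANOG naive, NANOG primed, OCT4 naive and OCT4 primed pool, each with an exact sign-flip p of 0.0625, where 6 pools allow 0.03125 at the least.

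**Figure D3:**
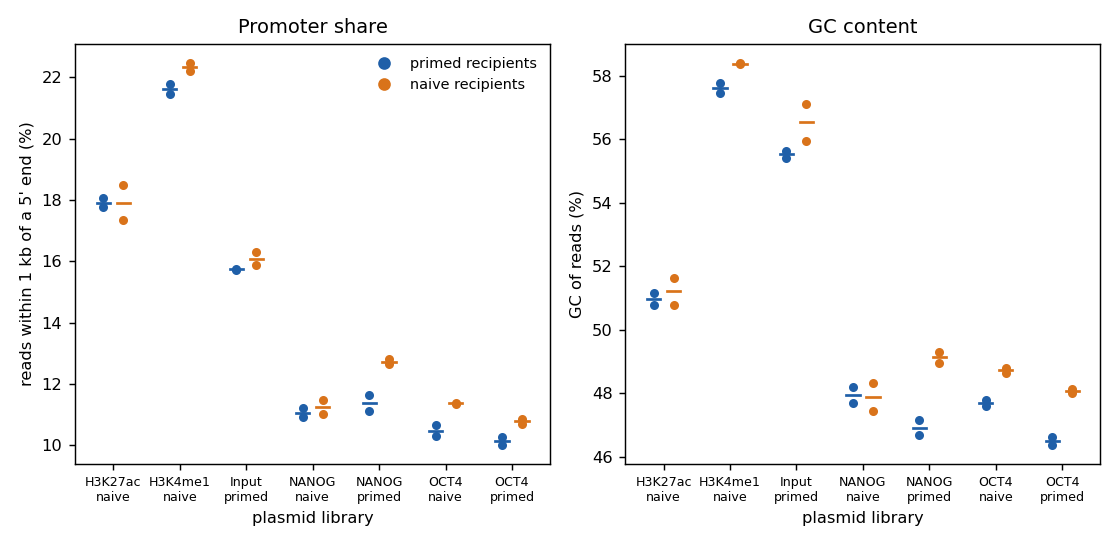
Share of reads within 1 kb of an annotated 5′ end (left, %) and GC content of reads (right, %) for the 7 plasmid pools, with 1 point per RNA library and a bar at the mean of each recipient, blue for primed and orange for naive. The promoter share was higher in naive recipients in 6 of 7 pools, by 0.588 percentage points on average.

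Among motifs, 0 of 30 shares of reads passed after adjustment in the exact sign-flip test. The smallest p values were for SOX sites, with a log2 ratio of naive over primed of -0.21 ± 0.12, and for ESRR and NR5A sites, with -0.14 ± 0.06 (SD, n = 7, exact sign-flip p = 0.015625, adjusted p = 0.156, lower in 7 of 7 pools each). MEF2, TEAD and YY1 sites gave -0.29, -0.10 and -0.48, each lower in 6 of 7 pools. The scrambled octamer control gave -0.18, lower in 6 of 7, and the scrambled AP-1 control 0.01. By distinct fragments the value for ESRR and NR5A sites turned to 0.08.

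Reads per distinct fragment, relative to fragments of the same length and GC, were a measure chosen after the data were seen and scanned over 62 combinations of recipient with a motif or the promoter class. Past an adjusted p of 0.05, 20 of 31 lay above 0 and 2 below in primed recipients, and 19 of 31 above and 3 below in naive recipients. Fragments with OCT-SOX sites gave log2 ratios of 0.24 ± 0.18 in primed and 0.22 ± 0.10 in naive recipients, and those with ESRR and NR5A sites 0.37 ± 0.23 and 0.20 ± 0.04 (SD, n = 9 and 7). Fragments with FOX sites carried fewer reads, with log2 ratios of -0.49 ± 0.34 in primed and -0.26 ± 0.18 in naive recipients (SD, n = 9 and 7), and so did those with SMAD sites, with -0.33 ± 0.26 and -0.15 ± 0.09 (exact sign-flip p = 0.00391, adjusted p = 0.00673 in primed and p = 0.015625, adjusted p = 0.0242 in naive recipients for each of these 4 motifs). The scrambled controls reached the same p values, above 0, with 0.18 and 0.21 in primed and 0.09 and 0.16 in naive recipients. In the BAC pool, which is not among the 9 groups and has no test, FOX sites gave 0.16, SMAD sites 0.05, OCT-SOX sites 0.36 and ESRR and NR5A sites -0.0054.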

Values the study reported

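The study counted 361,737 genomic regions that its plasmids covered in primed hESCs and called 32,353 of them active enhancers. In naive hESCs it analysed 359,880 covered regions and identified 36,417 enhancers. Of the enhancers active in the primed state, 18% were reported to stay active in the naive state. Replicates of plasmids with a read count of 5 or more were reported to correlate with a mean r of 0.77 in primed and 0.63 in naive hESCs. Active sequence was reported to make up 2.8% of the genome annotated as super-enhancers. In luciferase assays, strong activity in the FGFR1 super-enhancer was reported to lie within 596 bp. The position of that region was not compared with the windows named here. Enhancers near CD44 and ANXA3 were reported to be more active in naive hESCs, and enhancers near BMP4, BMP5, ID1 and ID2 in primed hESCs.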

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

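Chosen only after the results were seen were the measure of reads per fragment with a motif, the summing of replicate pairs, the other splits for the joint comparison of recipients, and the requirement of enough tested bins in the test with fewer fragments.

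Bins higher in naive cells with the NANOG naive and OCT4 naive pools may reflect activity or the fewer distinct plasmids found in the RNA of the primed recipients. After the naive-recipient libraries were reduced to as many distinct fragments as the primed ones, the calls higher in naive cells fell to 3.05% of those before, which meets the bound set beforehand for the loss of plasmids. The reduction also left only 5418 of 82718 and 21376 of 212370 bins to test, and after this was seen the test was taken as undecided. Among the bins left, 0 passed with the NANOG naive pool, and with the OCT4 naive pool 7132 (33.4%) were higher and 481 lower in naive cells. Before the reduction 63.3% and 85.4% were higher, with 81 and 2247 bins lower. Replicates 3 and 4 were also put in place of 1 and 2 in primed cells. The OCT4 naive pool then had 57.4% of its calls higher in naive cells and a median log2 fold change of 0.12 in place of 8.03. Replicates 3 and 4 come from another plasmid preparation and shared at most 0.0455% of fragments with the naive-recipient libraries, so composition does not cancel there. The change of replicates therefore cannot tell whether the excess belongs to replicates 1 and 2. Activity, plasmid loss and sequencing run cannot be told apart for these bins, because the run goes with the recipient and the bins left are few.

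The replicate pairs of the input primed and OCT4 naive pools in naive cells shared 72.9% and 78.7% of their fragments. The other naive-recipient pairs shared at most 22.7%, replicates 3 and 4 of the OCT4 naive pool in primed cells 56.3%, and the BAC pair 45.8%. Whether the 2 files of a pair are sequencing of 1 pool of RNA molecules was not tested, and no biological explanation was tested. Counts of shared fragments differed by more than Poisson sampling allows with the input primed pool (mean chi-square 7.06) and less so with the OCT4 naive pool (1.70). The value of 1.70 was the lowest of all replicate pairs, with 2.42 for the BAC pair next. The other naive-recipient pairs had 3.46 to 10.9, a range that holds the value for the input primed pool. With each pair summed, 0 of 230165 and 4 of 38109 tested bins passed, where the unsummed libraries had 94672 of 288011 and 183711 of 212370. Summing leaves 1 naive-recipient library and a smaller set of bins, which can lower the count by itself, so this does not tell whether the replicates are technical.

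Other splits of the samples were fitted on 10000 bins. For the joint comparison of recipients, 2 of 100 splits gave as many bins at an unadjusted p under 0.05 as the real one, itself included (1624, highest other split 1721). A grouping by chance is therefore unlikely for that count, though the sequencing run is not excluded. The splits treat libraries as independent, which the pairs with 72.9% and 78.7% of fragments in common may not be. After adjustment the real split called 3 of these bins and another split 13, so chance is unlikely for the first count alone. For the interaction of recipient and source, 6 of 100 splits gave as many (1223, highest other 4119), and for the source of the pool, 10 of 100 (878, highest other 2579), so chance is not excluded for either. Some of these splits called up to 1731 and 1262 bins where the real ones called 0, which points to a structure of the samples whose source was not tested.

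Distinct fragments at equal depth moved in opposite directions between recipients, with log2 ratios of 3.77 for the NANOG naive pool (4 pools had every naive library above every primed one) and -0.82 for the H3K27ac naive pool (2 pools the other way), and the difference between pools was not tested. Mean fragment length was 7.77 bp longer in naive cells with the NANOG naive pool (1 pool) and differed by -21.6 bp with the NANOG primed pool (5 pools the other way), also not tested. None of 8 groups of values held a library far from the others.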

How the results depend on the processing

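Scaling by total reads, summed replicate pairs, the histone mark pools alone, and leaving out libraries under 250000 distinct fragments were chosen after the data were seen. Of 1111 alternative values, 200 for the 22 main results stayed on the same side of their test, within 1.5 times for counts or within 1 SD, 8 no longer passed, 99 moved and 0 turned. For 27 named bins and motifs 716 stayed, 57 no longer passed, 25 passed where they had not, and 6 turned. The cause was not tested except where stated. In the single pools, with 2 libraries per group, leaving out a library leaves a lone one that is assumed to vary like the others.

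For the joint comparison of recipients (2 bins), the count was 2086 with distinct fragments, 43647 by DESeq2's Wald test, 61 with DESeq2 size factors, 38 after thinning, 11 with at least 20 reads, 9 without bins dominated by 1 fragment, 4 with summed pairs, 1 with replicates 3 and 4 of the OCT4 naive pool, 0 with at least 5 reads in 2 libraries and 0 with total reads. With distinct fragments per bin, the counts for single pools were 9 for H3K27ac naive, 2 for H3K4me1 naive, 72 for input primed, 396 for NANOG naive, 1210 for NANOG primed, 143 for OCT4 naive and 0 for OCT4 primed, with 9 for the interaction, 834 for the source, and 2, 36, 865 and 712 for H3K27ac, H3K4me1, NANOG and OCT4 against input. With at least 20 reads they were 10229 for NANOG naive, 0 for NANOG primed and 85913 for OCT4 naive, where fewer bins are tested. After thinning they were 61532 for input primed, 9299 for NANOG naive, 1652 for NANOG primed, 94184 for OCT4 naive and 0 for OCT4 primed. Summed pairs, which leave 1 library in a group and fewer bins to test, gave 0 of 230165 for input primed and 4 of 38109 for OCT4 naive. With total reads the count was 0 for OCT4 primed, and 1, 2 and 17 for H3K27ac, H3K4me1 and NANOG against input. DESeq2 size factors gave 0 for OCT4 primed. The histone mark pools alone gave 30481 for the source. For the gene lists, 3 passed within 10 kb.

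A replicate block, although replicate numbers did not pair the libraries (r between -0.0052 and 0.0412 over single pools), gave 0 bins for the joint comparison, 109 for H3K27ac naive, 218 for H3K4me1 naive, 0 for input primed, 2 for NANOG naive, 159 for NANOG primed, 1 for OCT4 naive and 68 for OCT4 primed, and 7, 5, 21 and 30 for H3K27ac, H3K4me1, NANOG and OCT4 against input.

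Leaving out 1 library or pool gave 0 to 23401 bins for the joint comparison, 0 to 225320 for H3K27ac naive, 0 to 0 for H3K4me1 naive, 0 to 128780 for input primed, 0 to 64207 for NANOG naive, 0 to 74427 for NANOG primed, 3 to 200963 for OCT4 naive, 0 to 0 for OCT4 primed, 0 to 7 for the interaction, 0 to 0 for the source, 0 to 0 for H3K27ac and for H3K4me1, 0 to 1 for NANOG and 2 to 11 for OCT4 against input, and 0 to 0 gene lists and motif shares. The promoter share of reads ranged from 0.459 to 0.687 points, was 0.698 with distinct fragments and 0.560 without libraries under 250000 distinct fragments, where fewer pools are tested, and the log2 ratio of distinct fragments at equal depth ranged from 0.802 to 1.57. The top 5% of windows in the BAC super-enhancer windows held 12.4% in windows of 100 bp, 10.2% in windows of 500 bp and 9.40% by distinct fragments. The values that turned were the motif share of ESRR_NR5A, to 0.0820 with distinct fragments, and that of the scrambled AP-1 control (control_scrambled_AP1), to -0.0255 with reads capped at 10, -0.0084 without replicate 2 (0.0305 without replicate 1), -0.000407 without the NANOG primed pool and -0.0103 without the OCT4 primed pool, and the bin chr1:121485001, to -0.0364 with total reads.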

Other observations

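The counts by distinct fragments, whose bins were picked for mention after the data were seen, called the 2 bins that passed by reads and many other regions. Introns of MIR646HG, CTNNA2 and EPHA3, of which CTNNA2 encodes an alpha-catenin of neurons and EPHA3 an ephrin receptor, held more distinct fragments in naive than in primed recipients. At chr20:58984001–58985000 in MIR646HG, 128 distinct fragments in naive stood against 2 in primed recipients (log2 fold change 4.76 ± 0.67 SE, n = 14 and 14, edgeR adjusted p = 1.83e-05). At chr2:80689001–80690000 in CTNNA2 there were 94 against 1 (4.06 ± 0.55 SE, adjusted p = 8.24e-06), and at chr3:89214001–89215000 in EPHA3 69 against 1 (3.71 ± 0.54 SE, adjusted p = 1.83e-05). Of the bins with the joint sign in at least 5 of 7 pools, 1728 were higher and 6 lower in naive recipients. The lower ones lay in introns of BANP (27 against 136 distinct fragments, -1.97 ± 0.45 SE), TBC1D22A, ZC3H3 and DAB2IP, in the coding exon of TCHH, and 842 bp from STXBP2. The median log2 fold change over the 18183 tested bins was 0.28, and the distinct fragments of a library follow its recovery of plasmids as well as activity.

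Fragments were rarely shared between plasmid pools, with a median of 0.0301% of the smaller library and 2.15% at most. Replicates 3 and 4 of the OCT4 naive pool in primed cells shared 56.3% of their fragments with each other and at most 0.0483% with replicates 1 and 2.

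The mean correlation between replicates was 0.304 over the 4 pools made from naive cells in naive recipients, with 0.768 for OCT4 and 0.00923, 0.321 and 0.119 for H3K27ac, H3K4me1 and NANOG. That is lower than the value quoted from the study above for naive hESCs. Over the 5 pools made from primed cells in primed recipients the mean was 0.618. That is also lower than the value quoted from the study above for primed hESCs.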
